# Transcription Initiation Activity Sets Replication Origin Efficiency in Mammalian Cells

**DOI:** 10.1371/journal.pgen.1000446

**Published:** 2009-04-10

**Authors:** Joana Sequeira-Mendes, Ramón Díaz-Uriarte, Anwyn Apedaile, Derek Huntley, Neil Brockdorff, María Gómez

## Abstract

Genomic mapping of DNA replication origins (ORIs) in mammals provides a powerful means for understanding the regulatory complexity of our genome. Here we combine a genome-wide approach to identify preferential sites of DNA replication initiation at 0.4% of the mouse genome with detailed molecular analysis at distinct classes of ORIs according to their location relative to the genes. Our study reveals that 85% of the replication initiation sites in mouse embryonic stem (ES) cells are associated with transcriptional units. Nearly half of the identified ORIs map at promoter regions and, interestingly, ORI density strongly correlates with promoter density, reflecting the coordinated organisation of replication and transcription in the mouse genome. Detailed analysis of ORI activity showed that CpG island promoter-ORIs are the most efficient ORIs in ES cells and both ORI specification and firing efficiency are maintained across cell types. Remarkably, the distribution of replication initiation sites at promoter-ORIs exactly parallels that of transcription start sites (TSS), suggesting a co-evolution of the regulatory regions driving replication and transcription. Moreover, we found that promoter-ORIs are significantly enriched in CAGE tags derived from early embryos relative to all promoters. This association implies that transcription initiation early in development sets the probability of ORI activation, unveiling a new hallmark in ORI efficiency regulation in mammalian cells.

## Author Summary

The duplication of the genetic information of a cell starts from specific sites on the chromosomes called DNA replication origins. Their number varies from a few hundred in yeast cells to several thousands in human cells, distributed along the genome at comparable distances in both systems. An important question in the field is to understand how origins of replication are specified and regulated in the mammalian genome, as neither their location nor their activity can be directly inferred from the DNA sequence. Previous studies at individual origins and, more recently, at large scale across 1% of the human genome, have revealed that most origins overlap with transcriptional regulatory elements, and specifically with gene promoters. To gain insight into the nature of the relationship between active transcription and origin specification we have combined a genomic mapping of origins at 0.4% of the mouse genome with detailed studies of activation efficiency. The data identify two types of origins with distinct regulatory properties: highly efficient origins map at CpG island-promoters and low efficient origins locate elsewhere in association with transcriptional units. We also find a remarkable parallel organisation of the replication initiation sites and transcription start sites at efficient promoter-origins that suggests a prominent role of transcription initiation in setting the efficiency of replication origin activation.

## Introduction

DNA replication initiation is thought to be the most highly regulated process in genome duplication as cells must ensure that replication origins (ORIs) fire precisely once before cell division. A large number of studies during the last twenty years have provided a good understanding of the molecular mechanisms that regulate the initiation of DNA synthesis to occur at specific chromosomal sites and during a specific window in the cell cycle to avoid undesired re- or under-replication of any part of the eukaryotic genome [1]–[3].

Less understood is how ORI specification is achieved, particularly in metazoa where ORIs are not defined by DNA sequence and the origin recognition complex (ORC) does not show sequence specificity *in vitro* [4],[5]. However, metazoan ORIs are strongly linked to other genomic functions, most notably with transcription. Transcription itself can modulate ORI activity [6]–[8], transcription factors can interact with ORC [9]–[12] and the binding of transcription factors to a plasmid can localise replication initiation to that specific site [13]. In addition, recent high-throughput studies in various experimental systems have confirmed the long observed link between early replication timing and active transcription [14]–[18]. Despite these findings, the steps in the initiation process that are influenced by transcription are poorly understood. It is possible that changes in transcriptional status could modulate the initial selection of potential ORIs either during the G1 phase of the cell cycle (pre-RC formation) or during the activation of pre-RC in S-phase.

Identification and characterisation of metazoan ORIs has been hindered by the complexity of these genomes and the lack of robust assays to comprehensively monitor DNA replication initiation. A recent genome-wide ORI mapping in HeLa cells over the regions covered by the ENCODE project has revealed that most initiation sites overlap with transcriptional regulatory elements, although there is not a direct link with gene regulation [19].

To further investigate the nature of the relationship between active transcription and ORI specification we have carried out an unbiased study of ORI location and efficiency in undifferentiated mouse embryonic stem (ES) cells. The chromatin environment of ES cells appears to be extremely permissive for gene transcription [20]. This status is maintained by hyperdynamic chromatin [21], bivalent chromatin marks [22] and Polycomb group proteins that suppress transcription at specific sites [23],[24], making the ES cell genome an excellent scenario to address the role of transcription in ORI selection and regulation. Here, we performed a high-resolution mapping of ORIs along 10.1 Mb of the mouse genome (∼0.4%) encompassing a range of genomic features characteristic of gene-rich and gene-poor regions. Replication initiation sites were identified by hybridisation of short nascent strands on tiled genomic arrays and using a stringent algorithm that takes into account the size distribution of replication intermediates relative to the initiation point. In agreement with results from human cells, we found that in mouse ES cells most of the ORIs associate with annotated transcriptional units and nearly half of them locate at promoter regions. Moreover, we found that CpG island promoter-ORIs are the most efficient ORIs in the mouse genome and that ORI specification and firing efficiency is generally maintained across cell types. The organisation of replication initiation sites at promoter-ORIs mirrors the distribution of transcription start sites (TSS) suggesting a co-evolution of the regulatory regions of replication and transcription in the genome. Interestingly, promoter-ORIs are significantly enriched in CAGE tags derived from early embryos relative to all promoters. Our findings suggest that transcription initiation early in development sets the probability of ORI firing.

## Results

### Most ORIs in the Mouse Genome Associate to Transcriptional Units

In asynchronously growing undifferentiated mouse ES cells a large proportion of the population is in the S-phase of the cell cycle. This specific property allowed us to obtain a large enough yield in purified replication intermediates to directly hybridise genomic arrays without previous amplification (see Materials and Methods). Two biological replicates of λ-exonuclease treated short nascent strands (300–800 nt in length) were co-hybridised with genomic DNA from the same cells to tiled genomic arrays covering 10.1 Mb of the mouse genome (Agilent Technologies). 

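The cells were of the mouse ES cell line PGK12.1. For each of the 2 arrays of 300–800 nt nascent strands the authors deposited the output of Agilent Feature Extraction version 9.5.3.1, in which the nascent strands carry Cy3 and the genomic DNA carries Cy5. The signal intensities of both dyes are given per spot after the software's background subtraction and dye normalisation, together with a log10 ratio of Cy5 over Cy3. Each array holds 39610 spots that are not controls, 2 for each of 19805 probes, and 8 spots on replicate 1 and 13 on replicate 2 were left out because the software marked them as saturated, not uniform, population outliers or not found. The median raw signal of the nascent strands was 322 on replicate 1 and 320 on replicate 2, and that of the genomic DNA was 193 and 206. From the deposited intensities the log2 ratio of nascent strands over genomic DNA was computed per spot, loess-normalised within each array with limma, and averaged over the spots of a probe. The loess step and the ACME analysis of the paper are not part of the deposited values and were therefore carried out again.

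Both arrays were printed on the same slide. The SD between the 2 arrays of a probe's log2 ratio was 0.089, and the repeated spots within each array predict an SD of 0.10, a variance ratio of 0.777. The arrays thus differed by less than the noise between repeated spots, and their mean was counted as 1 sample wherever ORIs were compared. Repeated spots lie at different places on an array, so their spread includes any variation across its surface. An SD between these 2 arrays is given below with n = 2. It covers the hybridisations, and the arrays cannot tell whether it also covers separate preparations. The paper calls them biological replicates. The number of arrays limits the precision of every value.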

Arrays were analysed by a modification of ACME (Algorithm for Capturing Microarray Enrichment) [25]. ACME identifies signals in tiled array data using a sliding window centered in each probe and returning a p-value that assesses the enrichment by comparing observed and expected number of probes above a user-specified threshold (see Materials and Methods for further details). Preparations of short nascent strands purified from asynchronously growing cells are preferentially enriched in regions close to ORIs and less enriched in their immediately adjacent sequences, showing a pine-tree distribution peaking at the ORI that allows their fine mapping by quantitative real-time PCR methods (Q-PCR) [26]–[28]. Based on this property of the nascent DNA hybridised on the arrays we filtered the results from ACME to reliably identify replication initiation sites. Windows from ACME's analysis with a p-value<0.005 were further required to have a minimum of two probes per window, an average log_2_ ratio within the window larger than the 75^th^ percentile of the data, and the defining probe of a window above the threshold and with a p-value<0.005 (see Materials and Methods). 

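Across the 19805 probes with a value on both arrays of 300–800 nt nascent strands, the squared Pearson correlation of the log2 ratios was 0.969, and the median absolute difference between the arrays was 0.072 on the log2 scale. The correlation is across probes, which are not independent replicates. Of the other ways of processing the signals, normexp background correction moved it most, to an R2 of 0.874.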

Replicate experiments showed a high degree of correlation and were averaged (R^2^ values of 0.954). 

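The genome positions of the probes were taken from Table S2 and from the offsets in the probe names. The start of each listed probe and its offset gave the same sum in all 28 fragments with several listed probes, so 577 probes in 117 of the 10582 fragments were placed exactly. The other fragments were placed between these from their lengths, with an equal gap for each step in fragment number. Neighbouring probes of a fragment lay 278 bp apart on average, and over all fragments the mean spacing was 541 bp, so that 33.8% of the 800 bp windows held a single probe.

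With the 0.95 quantile as threshold, which lay at a log2 ratio of 1.16, 991 probes were positive in the mean of the 2 arrays. ACME with its chi-square test (1 degree of freedom, p under 0.005) and the 3 further filters retained 390 significant probes. Significant probes within 800 bp of each other were joined, a rule the paper's text does not give, which left 326 ORIs. Of these ORIs, 280 rested only on windows of 2 probes with 1 positive probe, and 46 had a window with more positive probes. When the log2 ratios were shuffled over the probes 100 times, the same steps gave 284 ORIs on average (range 251 to 329), of which 23.1 on average and at most 36 had a window with more positive probes. With a one-sided Fisher's exact test in place of the chi-square test, the alternative that moved the count most, 29 ORIs were left.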

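Table S2 lists 98 ORIs by name or position in the form read here, and 77 of them had a significant probe within 800 bp of a listed probe. They account for 78 of the 326 ORIs, and the other 248 lay away from the list. By the locations in Table S2, with the histone genes counted as promoters and ORI 109331 as a non promoter-ORI, 63 of the 77 recovered ORIs (81.8%) map to transcriptional units and 37 (48.1%) to promoters, of which 75.7% correspond to CpG islands. By class, 28 of 37 CpG island-ORIs (75.7%), 40 of 52 non promoter-ORIs (76.9%) and 9 of 9 other promoter-ORIs (100%) were recovered.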

Applying this stringent algorithm we identified 97 ORIs that mostly map associated to annotated transcriptional units (85%) and, specifically, at promoter regions (44%, from which 88% correspond to CpG island-promoters) (Table S1 and Figure 1A, left column).

**Figure 1:**
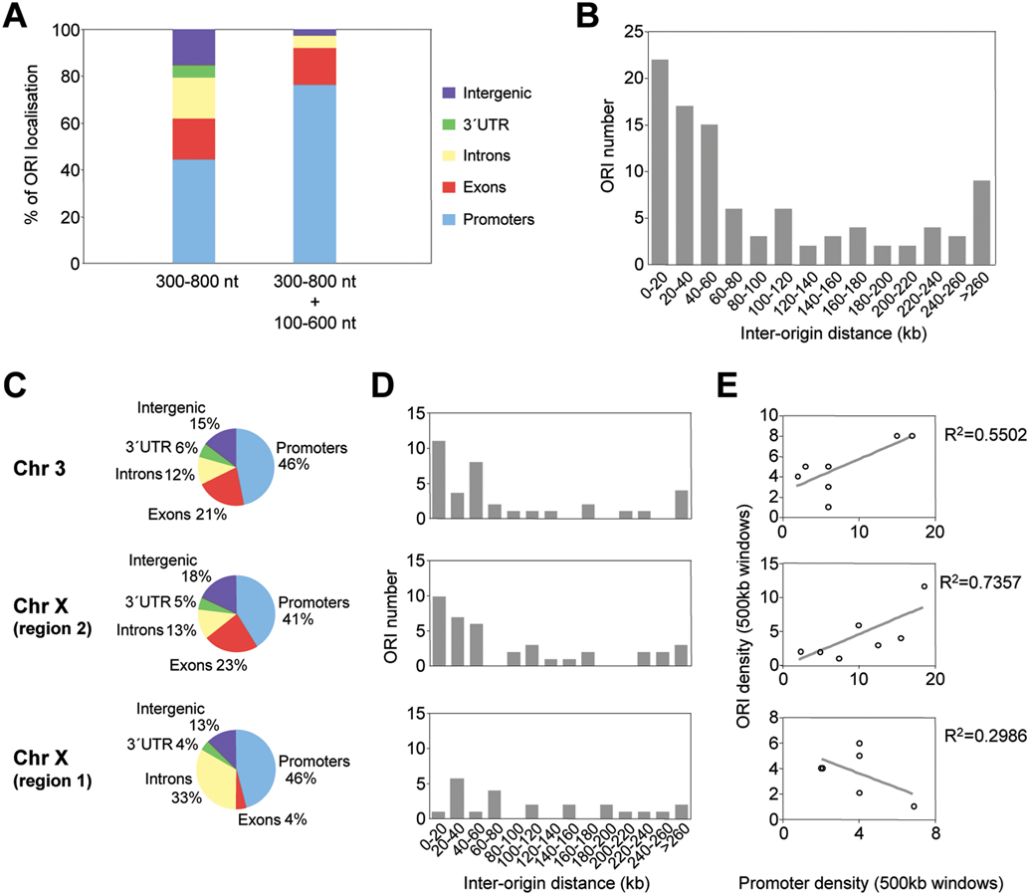
Genomic distribution of ORIs in embryonic stem cells. (A) ORI distribution at different genomic regions along 10.1 Mb of the mouse genome detected by 300–800 nt long nascent strand hybridisation (n = 97) or both by 300–800 nt and 100–600 nt long nascent strands hybridisation (n = 38). (B) Inter-origin distances along 10.1 Mb of the mouse genome (average = 103 kb; n = 97).(C–E) Distribution of ORIs and promoters in gene-rich *versus* gene-poor regions. ORI location (C), inter-origin distances (D) and density plots (E), of promoter-rich (chromosome 3 and zone 2 of chromosome X) and promoter-poor regions (zone 1 of chromosome X). The genomic features covered by the array, ORI distribution and percentages of ORI occurrence relative to the annotated genes along the 10.1 Mb and *per* region examined are summarised in Table S1.

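The promoter of *Hprt1* has 2 probes in Table S2, under the ORI number 45326, between positions 47508381 and 47508826 of chromosome X in Ensembl mouse build 35. Their mean log2 ratio in 300–800 nt nascent strands was 1.89 ± 0.031 (SD, n = 2 arrays), and the higher probe reached 2.34 ± 0.043. The ORI had a significant probe in this fraction.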

Replication initiation at CpG islands in mammalian cells is well documented [29],[30] and our method identifies the ORIs associated with the CpG islands of the *Hprt1* and *Mecp2* genes precisely at the previously described sites, validating the quality of our ORI maps (ORIs 45236 and 67276, Table S2) [31],[32]. Our criterion detects ORI activity at 32% of all known promoters covered by the array (50% of the annotated CpG islands and 8% of the annotated non-CpG island promoters, Table S1). This result highlights at genomic scale the link between the regions that trigger replication and transcription initiation that has been previously suggested in studies at specific loci [26], [27], [29], [33]–[35].

Our results increase by more than one order of magnitude the number of characterised ORIs in the mouse genome. In addition, the small length of the nascent strands hybridised on the arrays and the window size chosen for the analysis allowed us to accurately define replication initiation sites within an 800 bp region (Table S2 and Figures 2–[Fig pgen-1000446-g003] 4).

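The width of the enrichment was measured at the 25 ORIs of Table S2 that were recovered in both nascent strand fractions and have probes with an exact position at 400 to 1000 bp from their highest probe. In this distance range the mean log2 ratio was 22.8% of the value at the highest probe in the 300–800 nt fraction. In the 100–600 nt fraction it was 26.3%, and no difference was detected (sign-flip permutation test, two-sided, p = 0.691). The test divided each ORI's value in this range by the mean peak of its fraction. The result was larger in the 300–800 nt fraction at 12 of the 25 ORIs. The highest probe was chosen by its 300–800 nt ratio and used for both fractions. This choice favours a smaller share in the 300–800 nt fraction, so broader peaks of longer strands cannot be excluded.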

**Figure 2:**
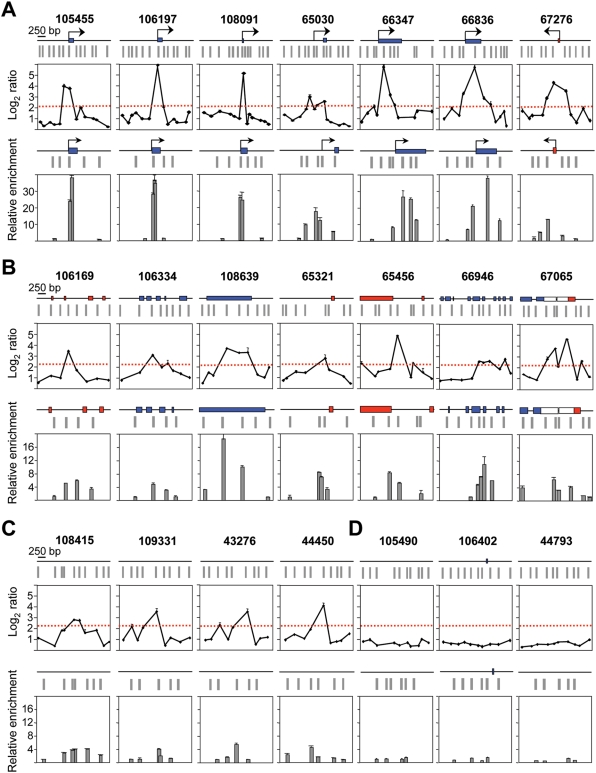
Sensitivity of the ORI identification method. Array profiles and nascent strand abundance measurements by Q-PCR of 18 positive regions located at 5′ends of genes (A), at less than 200 bp of exons (B), including one at the 3′ UTR of two genes of convergent transcription (ORI 67065), or at intergenic zones (C). Similar analysis was performed for 3 negative regions (D). The maps above each graph show the annotated genomic features and probe distribution of the regions analysed. Blue and red rectangles indicate exons transcribed from the upper or the lower strand, respectively, and black arrows show the position of the major annotated TSS. Grey rectangles represent array probes. The red dashed line depicts the threshold of the array duplicates. Q-PCR experiments were carried out in duplicate in at least two independent preparations of 300–800 nt long nascent strands and values were normalised to the flanking primer pair detecting the lowest amount of nascent strands at each region. Standard deviation bars are indicated. Primer pairs were designed to amplify across the array probes in all possible cases and their sequences are shown in Table S3. ORI 67276 corresponds to the CpG island region of the *Mecp2* gene.

**Figure 3 pgen-1000446-g003:**
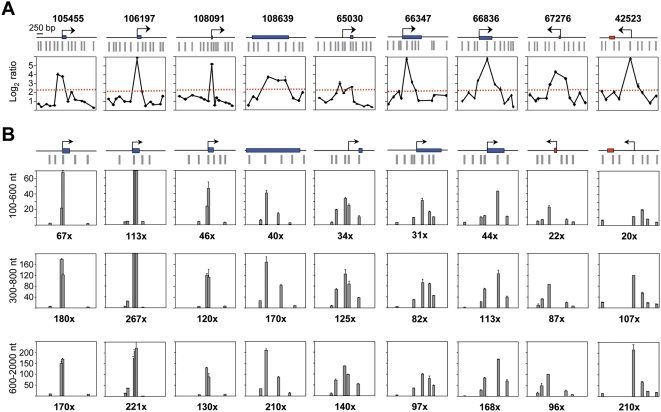
Replication initiation activity at CpG island-ORIs. (A) Array profiles of 9 CpG island-ORIs. Symbols are like in Figure 2.(B) Q-PCR measurements of nascent strands abundance across the positive probes defining the ORIs shown in A in preparations of replication intermediates of the indicated sizes. Primer pairs span less than 2 kb at each region and values were normalised to the average of those obtained at the three negative regions in each gradient fraction. Numbers below each panel indicate fold enrichment of the ORI peak relative to the averaged negative regions. Primer pair sequences are listed in Table S3.

**Figure 4:**
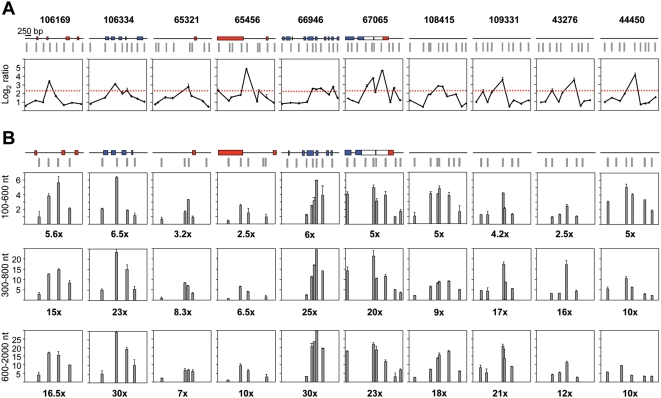
Replication initiation activity at non-promoter-ORIs. Same analysis as on Figure 3 for 10 non promoter-ORI regions.

The identified ORIs were distributed at an average interorigin distance of 103 kb, however, half of them map within 60 kb distance suggesting a degree of ORI clustering (Figure 1B). 

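Between the highest probes of consecutive ORIs of the re-run list, the 323 distances within the 3 regions had a mean of 32.1 kb and a median of 21.1 kb, and 86.1% of them were 60 kb or less. Positions between the exactly placed fragments are interpolated, and the number of these ORIs was within the range that shuffled probes give. With the exact positions of Table S2, the 95 distances between all 98 listed ORIs had a mean of 106.8 kb and a median of 54.6 kb, with 52.6% of 60 kb or less. Between the 77 listed ORIs that were recovered the mean was 134 kb, and 44.6% of the distances were 60 kb or less. Changing the enrichment test moved the mean of the re-run list most, to 341 kb with the one-sided Fisher's exact test. From its distances the paper proposes a degree of ORI clustering.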

To test whether this distribution was related to gene organisation, we analysed separately gene rich regions (3.2 Mb on chromosome 3 and 4 Mb at region 2 of chromosome X) and gene-poor regions (2.9 Mb at region 1 of chromosome X) (Table S1). At both gene-rich regions, ORI localisation and interorigin distances were comparable and ORI density positively correlated with promoter density (Figure 1C, 1D and 1E, upper two graphs). By contrast, at the gene-poor region 1 of chromosome X we found no ORI clustering and no correlation between promoter density and ORI density, although the percentage of ORIs associated with promoters was similar at the three regions analysed (Figure 1C, 1D, and 1E, lower graphs). These differences in ORI density were due to non promoter-ORIs being very sparsely distributed along gene-desert regions and suggest a coordinated organisation of replication and transcription in the mouse genome, in line with conclusions reached by genome-wide studies in other systems [16],[19].

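By region, the recovered ORIs of Table S2 numbered 27 on chromosome 3, 31 in region 2 of chromosome X and 19 in region 1 of chromosome X. Their mean distances were 123 kb on chromosome 3, 130 kb in region 2 and 157 kb in region 1, and 50% of the distances on chromosome 3, 46.7% in region 2 and 33.3% in region 1 were 60 kb or less. The re-run list held 110 ORIs on chromosome 3, 114 in region 2 and 102 in region 1, at mean distances of 31.1, 35.3 and 29.7 kb respectively. The array carries 6842 probes on chromosome 3, 7081 in region 2 and 5882 in region 1. No test was made between the regions, and promoter density was not analysed here.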

### CpG island-ORIs Are the Most Efficient ORIs in Embryonic Stem Cells

To validate our algorithm for ORI identification we selected 18 positive and 3 negative regions and analysed their abundance in independent preparations of purified 300–800 nt nascent strands by Q-PCR. Since Q-PCR defines ORIs as regions preferentially amplified in relation to their flanking sequences, we interrogated each region with 4 to 6 primer pairs spanning 2 kb across the probes defining the ORI and normalised the values to the flanking pair detecting the lowest amount of nascent strands in each case. The regions studied were representative of the observed ORI location relative to the genes. The average log_2_ ratios of the array duplicates for each region are shown in the top panels of the figure below the corresponding genomic maps (Figure 2). 

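For each of these regions the highest log2 ratio of the probes within 1000 bp of the centre was taken from the 2 arrays. Over the 18 positive regions it averaged 1.97 (SD 0.41 between regions, range 1.45 to 2.68), and all 18 exceeded the positive-probe threshold. In the 3 negative regions of Figure 2D it was -0.16 ± 0.076, -0.39 ± 0.049 and -0.58 ± 0.021 (SD, n = 2 arrays), with a mean of -0.38, and 0 of 3 exceeded the threshold. The difference between the groups was 2.34 (exact permutation test, two-sided, p = 0.000752, the smallest p that 18 regions against 3 can give). The paper scored both the positive and the negative regions on these same arrays, so the separation follows from their selection. The highest value was that of the ORI at the *Lix1* promoter, 2.68 ± 0.055, whose window did not pass the filters in the re-run. The 3′ CpG island of *Zfp697*, ORI 108639, reached 2.02 ± 0.0037.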

Seven of these mapped at CpG island promoters (including the ORI previously identified at the *Mecp2* CpG island, ORI 67276, Figure 2A) [32], six mapped at or immediately adjacent to exons, one mapped at the 3′UTR of two genes with convergent transcription (Figure 2B), and four mapped to intergenic regions (Figure 2C). In all 18 regions, the significant probes identified on the arrays coincided with the point of higher enrichment in nascent strands relative to its immediate flanking sequences by Q-PCR. Detected enrichments ranged between 16 to 40 times at CpG island-ORIs (Figure 2A) and between 4 and 10 times at non promoter-ORIs (Figure 2B and 2C). An interesting exception was ORI 108639 (Figure 2B, third panel) that maps at the last exon of the *Zfp697* gene and was 18 times enriched in nascent strands relative to its local flank. This region harbours a C+G composition and CpG density that qualifies it as a 3′ CpG island, suggesting that this ORI could map at an unannotated promoter (see below). In contrast, the regions that were scored as negative by our algorithm showed no enrichment in nascent strands by Q-PCR (Figure 2D), indicating that even low efficiency replication initiation sites detected in the arrays were indeed ORIs. It is worth noting that the peaks defined by the nascent strand profiles were in all cases within 800 bp width, coinciding with the upper size of the replication intermediates hybridised in the arrays and constituting the highest resolution genomic mapping of mammalian ORIs to date.

Q-PCR results suggested that CpG island promoter-ORIs were generally more efficient than non promoter-ORIs. As the arrays were hybridised with non-amplified short nascent strands, the output log_2_ ratios should give semi-quantitative information about ORI efficiency. 

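The array values can be set beside the fold enrichments by Q-PCR in 300–800 nt nascent strands printed under Figures 3B and 4B. For the 9 CpG island-ORIs the highest log2 ratio of the probes listed in Table S2 ranged from 1.37 to 2.68, and its Pearson correlation with the enrichment across ORIs was 0.20 (exact permutation test, two-sided, p = 0.626), with a Spearman rho of -0.10 (exact p = 0.810). For the 10 non promoter-ORIs the log2 ratios ranged from 1.45 to 2.45, with r = -0.25 (permutation test, p = 0.484) and rho = -0.18 (permutation test, p = 0.629). These 4 relations form 1 family, in which every Benjamini-Hochberg adjusted p was 0.810. Without the 2 ORIs farthest from the median log2 ratio, r was -0.50 for CpG island-ORIs and -0.042 for non promoter-ORIs. The ORIs were grouped as in Figures 3 and 4, so the 3′ CpG island of *Zfp697*, a non promoter-ORI in the other class comparisons, is among the CpG island-ORIs here. Of the non promoter-ORIs, 1 has no probe in Table S2 as read and was given the highest log2 ratio of its fragment. No correlation within a class was detected, and the sign for non promoter-ORIs changed with the background correction (r = 0.589 with normexp). The classes lie apart in Q-PCR enrichment, so no pooled correlation was computed.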

Consistently, the hybridisation signals obtained at the CpG island-ORI class (mean values of 3.899) were significantly higher (*p* = 0.00005, Welch Two Sample T-test) than those at the non promoter-ORI class (mean values of 3.008). 

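Each ORI of Table S2 was given the mean log2 ratio of its listed probes. In 300–800 nt nascent strands the 37 CpG island-ORIs averaged 1.78 (SD 0.36 between ORIs) and the 52 non promoter-ORIs 1.49 (SD 0.26), a difference of 0.29 (permutation test with 100000 resamples, two-sided, p = 3e-05). The class means of the single arrays were 1.78 and 1.77 for CpG island-ORIs and 1.49 and 1.48 for non promoter-ORIs. This spread covers the hybridisations, and whether it also covers separate preparations cannot be told. The ORIs were chosen by the paper from these same arrays, which leaves out ORIs with low ratios in both classes. The listed probes of CpG island-ORIs had a mean C+G content of 57.2%, against 43.4% at non promoter-ORIs, and with the C+G content as a covariate the difference was 0.24 (permutation p = 0.00623). Of the alternatives on the log2 scale, normexp background correction moved it most, to 0.52. The 9 promoter-ORIs without a CpG island averaged 1.44 (SD 0.11). The paper takes the array ratios as semi-quantitative measures of ORI efficiency and sets the higher signals of CpG island-ORIs beside its Q-PCR results.

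**Figure D1:**
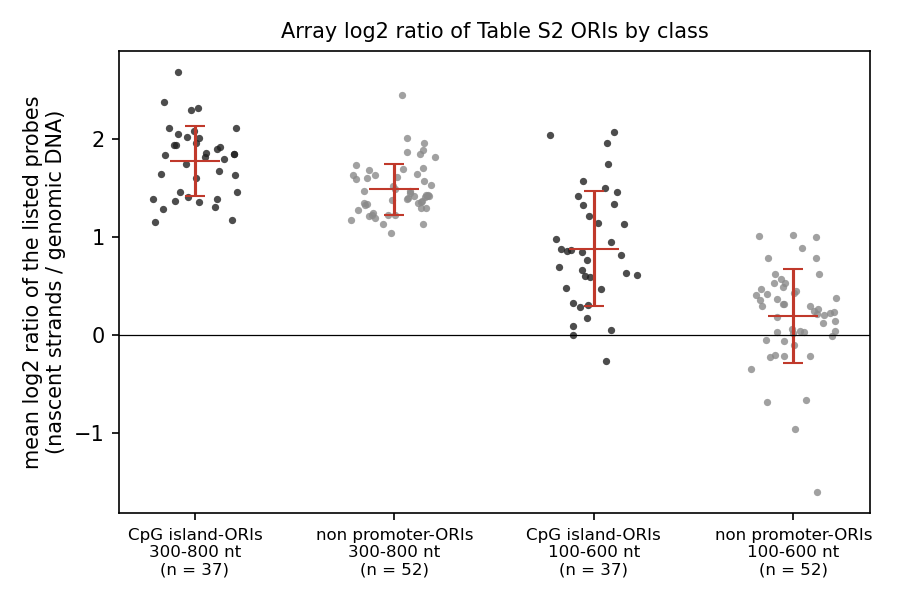
Mean log2 ratio of nascent strands over genomic DNA for each ORI of Table S2, by class and nascent strand fraction. Points are ORIs, and red bars give the mean and SD between ORIs. In 300–800 nt nascent strands the classes overlap around means of 1.78 and 1.49, and in 100–600 nt nascent strands the means are 0.88 and 0.19.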

To be able to compare ORI efficiencies directly, we performed Q-PCR on three consecutive sucrose gradient fractions containing nascent strands of 100–600, 300–800 and 600–2000 nt in length, respectively, and normalised the abundance relative to that obtained at the negative regions in each gradient fraction (Figures 3 and 4). We found that the maximum enrichment in replication intermediates detected by Q-PCR coincided with the highest point of the log_2_ ratio profile in all gradient fractions (Figures 3A and 4A), confirming that positive regions identified in the arrays were genuine ORIs. In addition, ORI enrichment relative to the non-ORI regions increased with the size of the nascent strands analysed (fold enrichment of the ORI peak relative to the negative regions are indicated below each histogram), further supporting that DNA synthesis elongates from these regions to replicate the genome (Figures 3B and 4B). Remarkably, nascent strand enrichments detected at CpG island-ORIs (Figure 3B) were one order of magnitude higher than those detected at non promoter-ORIs across all gradient fractions (Figure 4B), implying that CpG island-ORIs are the subset of ORIs that are preferentially activated in the analysed cell population.

Preparations of 100–600 nt nascent strands likely contained Okazaki fragments that co-purified with these small replication intermediates. Given that asynchronously growing ES cells were used, Okazaki fragments were expected to derive from the entire genome and to diminish the overall level of enrichment without a bias for any particular loci. Increasing the background signal, however, could critically affect the detection of weak ORIs, as seen at most non promoter-ORIs in the 100–600 nt nascent strand fraction (Figure 4B). We reasoned that only the ORIs that are active in the majority of cells of the analysed population would be enriched enough in small size nascent strand preparations to give a significant signal on the arrays and could, therefore, identify a collection of the most efficient ORIs. To test this possibility, we hybridised two more arrays with preparations of shorter nascent strands (100–600 nt in length) derived from the same cells. 

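The authors deposited the 2 arrays of 100–600 nt nascent strands as output of an earlier version of the software, 7.5.1, with the nascent strands in Cy5 and the genomic DNA in Cy3. The signal intensities are background-subtracted and spatially detrended without dye normalisation, and no log ratio is given. The arrays are of another print design with 21099 spots for the same 19805 probes. The fraction, the dye, the print design, the software version and the scan date therefore changed together and cannot be told apart. The software marked 1491 spots on replicate 1 and 3450 on replicate 2, which left 18431 and 16682 probes. The median raw signal of the nascent strands was 374 and 818, and that of the genomic DNA was 162 and 321. The processing was otherwise that of the 300–800 nt arrays.

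The 2 arrays had an R2 of 0.351 across 15478 probes, with a median absolute difference of 0.30. Between the means of the 2 fractions the R2 was 0.132 across 19635 probes. At each of the 15478 probes with a value on all 4 arrays, limma tested the difference between the fractions, with the arrays taken as replicates. At a Benjamini-Hochberg adjusted p under 0.05, 2923 probes were higher in 300–800 nt nascent strands and 2504 were lower. Because the 300–800 nt arrays differed by less than their repeated spots, these numbers describe the 4 hybridisations. With normexp background correction 818 probes passed the same threshold.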

When considering the data from the four arrays altogether, the number of identified ORIs dropped from 97 to 38 and, interestingly, their genomic distribution changed dramatically (Figure 1A, right column and Table S2). 

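The same ACME steps on the 100–600 nt arrays alone gave 319 ORIs at a threshold of 0.64 on the log2 scale. Of the 326 ORIs of 300–800 nt nascent strands, 64 had a significant 100–600 nt probe within 800 bp. Of these, 32 carry a Table S2 ORI and 32 do not. When the 100–600 nt calls were rotated along each region 100 times, 23.8 ORIs overlapped on average (range 15 to 37). Rotated calls can land on any probe, whereas calls in both fractions need a window of at least 2 probes. The rotation may thus understate chance overlap. Among the 98 ORIs of Table S2, 37 had a significant probe in the 100–600 nt arrays and 32 in both fractions. When ACME was instead applied to the mean of the 4 arrays, 330 ORIs were identified. The one-sided Fisher's exact test lowered the number of ORIs in both fractions to 7.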

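By the locations in Table S2, all 32 listed ORIs that were significant in both fractions map to transcriptional units and 26 (81.2%) to promoters, of which 84.6% correspond to CpG islands. In the 100–600 nt arrays 24 of the 37 CpG island-ORIs were recovered (64.9%), against 9 of the 52 non promoter-ORIs (17.3%), a difference of 47.6 percentage points (Fisher's exact test, two-sided, p = 6.3e-06). Of the 9 other promoter-ORIs, 4 were recovered (44.4%). Recovery required a significant probe within 800 bp whose window passed the filters, so it need not follow the listed probe's own ratio. The ORI at the *Lix1* promoter, with a log2 ratio of 2.04 in this fraction, was not recovered. ORI 67458 in an exon of *Flna* was recovered at 0.02, below the threshold of 0.64. With the listed probe itself required to be significant, 29 ORIs of Table S2 were recovered, against 37. The shares by class under that rule are not given. The mean log2 ratio of the CpG island-ORIs in this fraction was 0.88 (SD 0.59 between ORIs) and that of the non promoter-ORIs 0.19 (SD 0.48), a difference of 0.69 (permutation test, two-sided, p = 1e-05, the smallest p the resamples can give). Replicate 1 gave class means of 0.77 and 0.17 and replicate 2 gave 1.03 and 0.23. With the C+G content of the probes as a covariate the difference was 0.52 (permutation p = 0.0007). The class difference was smaller in 300–800 nt than in 100–600 nt nascent strands by a change of -0.40 (permutation test, p = 0.00165) among ORIs that the paper listed from the 300–800 nt arrays. Normexp background correction reduced this change to -0.078 (permutation p = 0.587). From the larger share of CpG island promoter-ORIs that remain with the shorter strands, the paper concludes that these ORIs fire with higher efficiency.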

In this case, more than 97% of the identified ORIs mapped at transcriptional units and 78% at promoter regions (of those, 96% correspond to CpG island promoters), indicating that CpG island promoter-ORIs are the subset of ORIs that fire with higher efficiency in mouse ES cells. A similar conclusion can be reached when examining the distribution of the 97 identified ORIs in gene poor versus gene rich regions (Table S1). While the proportion of mapped ORIs associated with CpG islands was similar in both cases (38% *vs* 44 and 36%), the proportion of annotated CpG island-promoters showing ORI activity at gene poor versus gene rich regions was 75% *vs* 54 and 45%, respectively (Figure 1C and Table S1).

It should be noted that our experimental approach for ORI identification is not suited to detect ORIs dispersed across large regions, such as the ORI downstream of the DHFR gene in hamster CHO cells [36]. We could not, therefore, address either the abundance of broad initiation regions in the genome nor their firing efficiency.

### ORI Firing Efficiency Is Maintained across Cell Types

To check whether this difference in ORI usage was conserved in other cell types we studied ORI firing efficiency by Q-PCR at 9 CpG island-ORIs and 10 non promoter-ORIs in preparations of 300–800 nt long nascent strands derived from mouse embryonic fibroblasts (MEFs) and NIH/3T3 transformed fibroblasts. We first analysed if DNA replication initiated at these sites in differentiated cell types by scanning a 2 kb region surrounding the ORI in experiments analogous to those shown in Figures 3 and 4 (Figure S1). Overall enrichments in replication intermediates detected at ORI regions relative to the negative zones were smaller in MEFs and 3T3 fibroblasts compared to ES cells, likely reflecting the differences in cell division rates between the three cell types. Despite this, the analysed regions showed peaks of enrichment relative to flanking sequences and to the non-ORI regions at the same positions observed in ES cells, suggesting that ORI specification is maintained at these sites across the three cell types. Although relative activity varies between ORIs in the three cell lines, two clearly distinct groups of ORIs can be distinguished on the basis of their efficiency (Figure 5). Strong ORIs correspond to CpG island ORIs (black histograms), while weak ORIs correspond to non promoter-ORIs (grey histograms). Interestingly, the replication initiation activity of the CpG island associated to the last exon of the *Zfp697* gene (ORI 108639) was indistinguishable from CpG island promoter-ORIs in the three cell types studied, suggesting that CpG regions might contain a hallmark for efficient replication initiation regardless of their position relative to the gene. An exception to this general tendency is ORI 67276 (*MeCp2* CpG island), the weakest CpG island-ORI even in ES cells. This is possibly due to the fact that the primer pairs detecting the highest enrichment in nascent strands were not adjacent to the TSS underestimating the real activity of this ORI (Figures 3 and 6A, and see below). Altogether, these results indicate that ORI prominence is generally retained from pluripotent cells to differentiated cells and cell lines.

**Figure 5:**
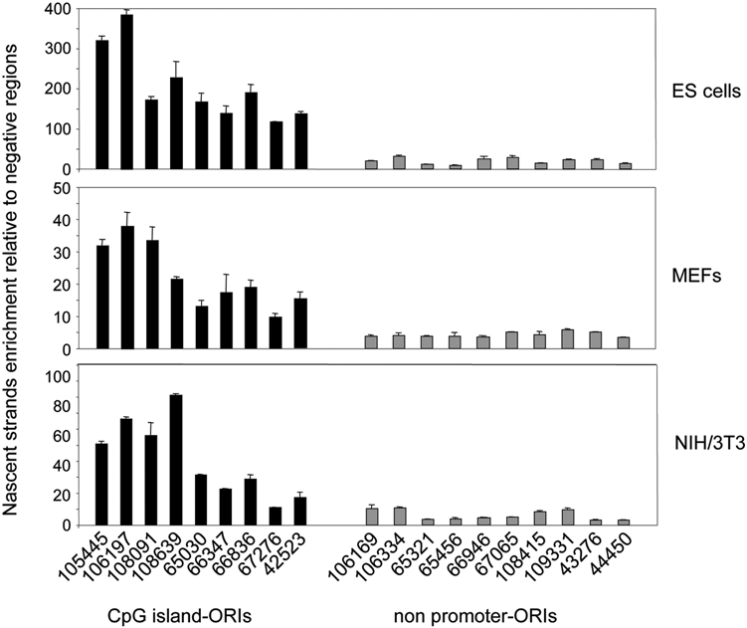
ORI specification and firing efficiency across cell types. Relative abundance of 9 CpG island-ORI regions and 10 non promoter-ORI regions in 300–800 nt long nascent strands derived from ES cells, MEFs and NIH/3T3 fibroblasts. Averaged values for the non-ORI regions were considered as baseline in each cell type.

**Figure 6:**
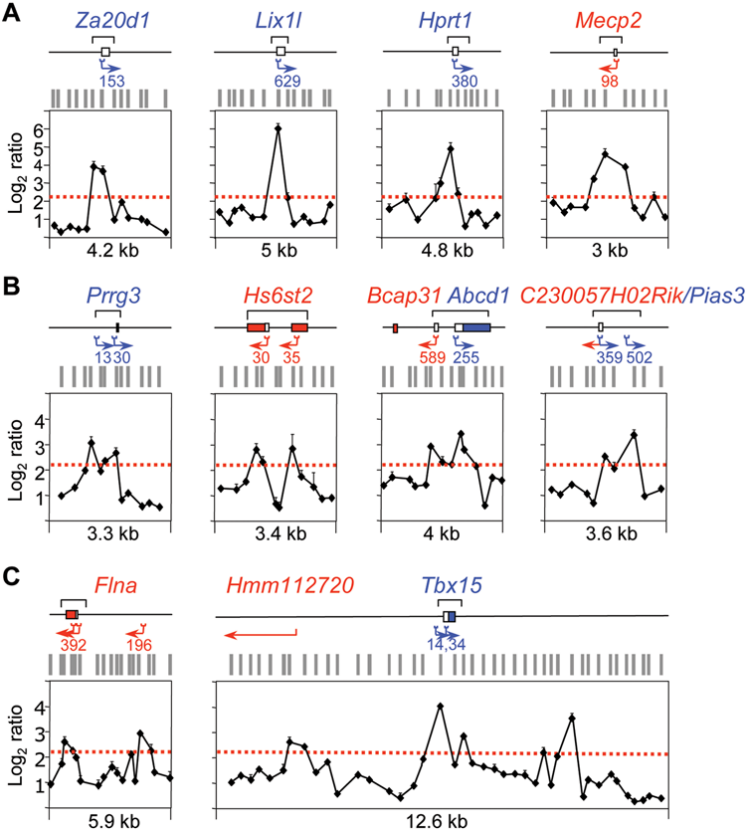
Organisation of replication and transcription initiation at promoter-ORIs. Maps indicate the number and position of the CAGE tags annotated at CpG island promoter-ORIs with unidirectional (A) and with alternative or bidirectional transcriptional activity (B) [37]. Blue and red arrows indicate transcription from the upper or the lower strand, respectively, and brackets show the position of the CpG islands. Graphs show the nascent strand profiles of the arrays hybridised with 300–800 nt preparations along the same regions. Other symbols are like in Figure 2. (C) Analysis of the TSS and nascent strand profiles at the *Flna* and *Tbx15* loci.

It is important to note that the higher efficiency in ORI activity found at CpG islands is not due to the overreplication occurring at promoter-ORIs that we recently reported [33]. Overreplicated intermediates are typically 100–200 bp long and their detection strictly relies on the use of cloned DNA to normalise primer pair efficiency. In this work we consistently normalised the data with genomic DNA that suppresses all possible contribution of overreplicated short fragments (either for array hybridisations or for Q-PCR measurements, see Materials and Methods). In addition, ORI firing efficiency at CpG islands was found to be consistently higher than at non-promoter ORIs along nascent strand preparations of increasing sizes, where the contribution of short overreplicated fragments is negligible (Figure 3B).

### Highly Efficient ORIs Are Strictly Associated with TSS

Closer examination of the log_2_ ratio profiles across several CpG island regions similar to those shown in Figure 3 indicated that maximum enrichments in short replication intermediates were usually detected around the major transcription initiation site annotated at each promoter (mouse NCBI database build 36.1). We investigated this correlation in more detail taking advantage of the accuracy of our ORI mapping and the recently available high coverage annotation of transcription start sites (TSS) derived from 145 mouse libraries by extensive CAGE and PET analysis (http://gerg01.gsc.riken.jp/cage/mm5) [37]. Figure 6 shows several examples of CpG island promoter-ORIs with unique or multiple TSS displaying the number and position of annotated tags defining each TSS alongside our array results. The replication initiation points defined by the log_2_ ratios exactly parallel the transcription initiation sites defined by tag sequencing at less than 30 bp resolution in most cases (Figure 6A). This correlation was more striking in the case of CpG island-promoters with alternative transcription initiation sites or bidirectional activity where, when array probe distribution allowed it, distinct replication initiation points located immediately adjacent to the mapped tags at those regions could be clearly distinguished (Figure 6B).

Based on these observations, we asked whether two independent clusters of TSS for the same gene, but not located within the same CpG island region, were also associated with replication initiation sites. We analysed the *Flna* gene, which is transcribed from two alternative promoters, one located in a CpG island and another one 3.4 kb upstream that is not CpG island-associated. 

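In Table S2 the *Flna* gene has a probe at the CpG island promoter, starting at position 68906542 of chromosome X, and a probe at the alternative promoter, starting 4191 bp away at position 68910733. Their log2 ratios in 300–800 nt nascent strands were 1.17 ± 0.040 and 1.47 ± 0.095 (SD, n = 2 arrays). Of the 11 probes between them the lowest had a log2 ratio of -0.12 ± 0.068, and the median was 0.58. Both ORIs were significant in the re-run. In 100–600 nt nascent strands the log2 ratios were 1.21 ± 0.84 and 0.96 ± 0.44.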

Our algorithm identified two separated peaks of nascent strands enrichment pointing exactly to the two tag clusters from where the transcription of the gene initiates (Figure 6C, left graph). Then we asked the reciprocal question, can alternative or novel TSS be identified from the nascent strand profiles? To test this possibility we analysed 12.6 kb surrounding the CpG island associated with the *Tbx15* gene, where three distinct ORIs were identified in our arrays (Figure 6C, right graph). As anticipated, the peak located at the CpG island pointed to the mapped tags for that gene. The peak located 4 kb upstream marked exactly the predicted 5′ position of the transcript of a model gene, *Hmm112720*, and the peak located 3.5 kb downstream of the *Tbx15* ATG initiation codon was orphan in terms of transcription initiation activity. 

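Table S2 places the probes of these 3 ORIs on chromosome 3. The probe at the *Tbx15* CpG island starts at position 98665188 and had a log2 ratio of 1.92 ± 0.017 in 300–800 nt nascent strands (SD, n = 2 arrays). The nearer of the 2 probes at *Hmm112720* starts 3931 bp upstream, and the 2 probes had a mean of 1.30 ± 0.11. ORI 109331 starts 3754 bp downstream, at position 98668942, with a log2 ratio of 1.84 ± 0.084. Between the CpG island and the upstream ORI, the lowest of 10 probes reached -1.12 ± 0.0091, and between the CpG island and the downstream ORI the lowest of 12 probes reached -0.06 ± 0.16. The ORIs at *Hmm112720* and at the CpG island were significant in the re-run, whereas the window of 109331 did not pass the filters. In 100–600 nt nascent strands none of the 3 was significant, with log2 ratios of -0.03 ± 0.37 at *Hmm112720*, 0.63 ± 0.20 at the CpG island and 0.41 ± 0.68 at 109331.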

To check whether this ORI was associated with an uncharacterised TSS we analysed the chemical modifications of the histone components of the resident nucleosomes by chromatin immunoprecipitation (ChIP) and its capacity to drive transcription in plasmid reporter assays (Figure 7A and 7B, respectively). We found that the nucleosomes at this ORI were enriched in histone H3 lysine 4 trimethyl (H3K4me3) and histone H3 lysine 9 and 14 acetyl (H3K9,14ac) marks, characteristic of transcription initiation (ORI 109331, Figure 7A) [38]. The enrichment in both histone modifications detected at ORI 109331 was significantly lower compared to that detected at CpG island promoter-ORIs, consistent with H3K4me3 levels being positively correlated to gene expression rates and therefore indicating that this TSS might correspond to a low transcribed RNA [39]. In agreement with this, a 944 bp fragment containing ORI 109331 displayed promoter activity in reporter assays in the antisense orientation, although less efficiently than canonical CpG island promoters (*Notch2* and *Aprt* promoters, Figure 7B). Our results help to explain previous observations of ORI clustering in CG-rich regions [19],[40], that most likely correspond to discrete replication initiation sites associated to distinct TSS that are activated in different cells of the analysed population.

**Figure 7:**
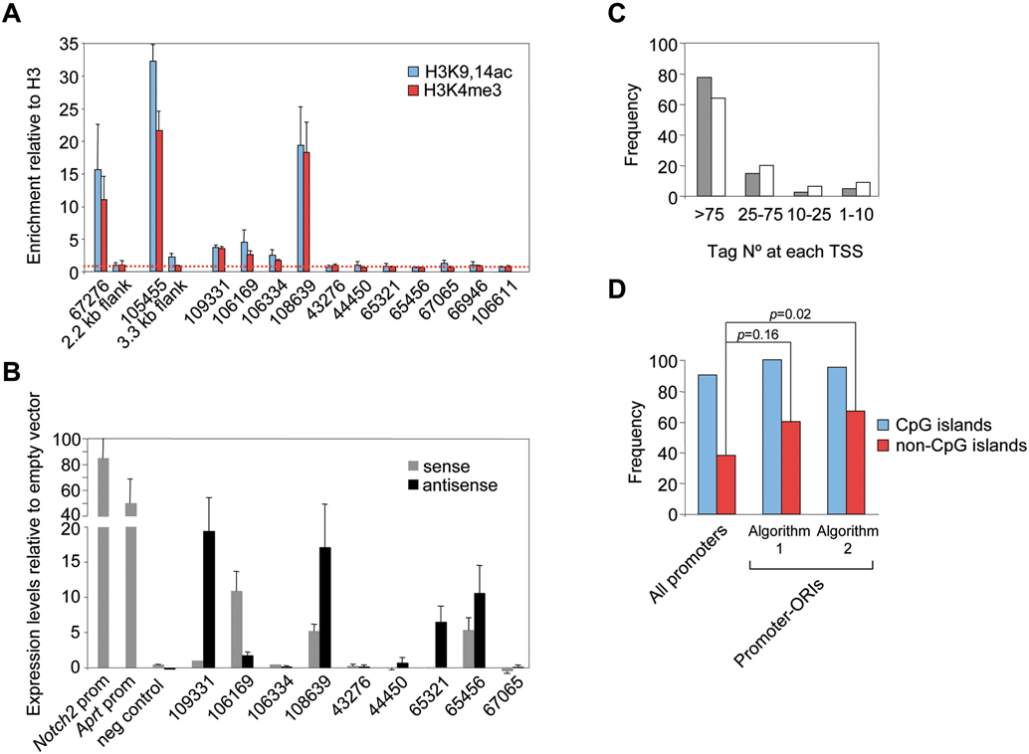
Prediction of novel TSS and association with embryonic transcription. (A) Enrichment for H3K4me3 and H3K9,14ac modifications relative to total H3 detected by ChIP. Values for the regions flanking *Mecp2* and *Zad20d1* CpG island-ORIs (ORIs 67276 and 105455, respectively) were considered as baseline. Q-PCR reactions were carried out in duplicate in three independent preparations of immunoprecipitated material. Standard deviation bars are indicated. (B) Expression levels relative to empty vector in transient transfection reporter assays. Constructs carrying the *Notch2* and *Aprt* promoters cloned in the sense orientation were used as positive controls and a region at the first intron of the *Notch2* gene cloned in both orientations as the negative one. Histograms represent the averaged normalised values of two independent transfections carried out in duplicate. Standard deviation bars are indicated. Primer pair sequences used and the sizes of the cloned fragments are listed in Table S3. (C) Frequency of promoter-ORIs relative to the number of mapped CAGE tags at each TSS [37]. Grey bars represent ORIs identified by the strict algorithm (n = 40) and white bars ORIs identified when applying a less stringent algorithm (n = 75). (D) Frequency of total promoters or promoter-ORIs transcriptionally active in early development [37]. A chi-square test was used to compare the frequency of tagged promoters between promoter-ORIs identified by the algorithms and the rest of promoters.

The above results demonstrate a strong correlation between the initiation of replication and transcription at CpG island promoters and at clustered ORIs at promoter-rich regions. To address how general this association was and to test whether non-promoter ORIs might be good predictors of novel TSS regardless of their location in the genome, we extended the analysis of the histone signatures by ChIP to another 10 randomly selected non-promoter ORI regions. Figure 7A shows the proportion of H3K4me3 and H3K9,14ac modifications relative to total H3 detected at the studied regions in comparison with that detected at *Mecp2* and *Zad20d1* CpG island-ORIs and their flanks (ORIs 67276 and 105455). Three out of the ten regions tested (ORIs 106169, 106334 and 108639) were enriched in both histone modifications relative to background and the negative controls, indicating that these ORIs could be linked to transcription initiation [39],[41]. Consistently, ORIs 106169 and 108639 also displayed promoter activity in reporter assays, as well as another two ORIs that were not enriched in H3K4me3 or H3K9,14ac histone marks (ORIs 65321 and 65456, Figure 7B). As 44% of the ORIs identified in this study were located at well characterised promoters, altogether these data suggest that a minimum estimate of 60% of the ORIs in the genome of mouse ES cells are associated to TSS.

### Transcription Initiation in the Embryo Specifies Replication Origin Efficiency

The data presented in Figure 6 shows that ORI architecture at CpG island regions is reminiscent of that of promoters, where discrete initiation sites can be distinguished, each of them mapping immediately adjacent to annotated TSS. This similar organisation of the regions driving replication and transcription initiation, together with the finding that CpG islands are the most efficient ORIs in the genome, suggests that both processes might benefit from each other. This hypothesis makes several testable predictions that we evaluate in turn.

First, highly efficient ORIs would be expected to be preferentially associated to promoters driving ubiquitous expression. We considered the number of tags mapped at the TSS of each promoter-ORI as an indicator of relative promoter usage across several tissues and cell types [37] and analysed them relative to ORI occurrence. As expected, 78% of the ORIs locate at TSS where more than 75 clustered tags have been identified, representing the promoters of the most widely expressed genes at the studied regions (Figure 7C, grey histograms).

Second, many promoters in the genome should display replication initiation activity. To test this possibility we reanalysed our array data using a less stringent algorithm (see Materials and Methods). 

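Without the 3 further filters, the windows with an ACME p under 0.005 in 300–800 nt nascent strands formed 752 regions. Shuffling the log2 ratios over the probes gave 802 regions on average. Positive probes that lie together are joined into fewer regions, so the number of regions does not separate signal from chance. The number of regions fell to 342 at an ACME p under 0.001 and to 30 with the one-sided Fisher's exact test. The shares of promoters with ORI activity were not analysed here.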

The strict algorithm detected ORI activity at 32% of annotated promoters (Table S1); applying the less stringent criterion we now detected ORI activity at 60% of the known promoters (83% of annotated CpG islands and 33% of the annotated non-CpG island promoters) (Table S1). Although in this case the association is slightly less prominent, ORIs also occur with higher frequency at the promoters with a higher number of mapped tags (Figure 7C, white histograms).

Finally, if the spatial coincidence between replication and transcription initiation sites has a functional significance we would predict that promoter-ORIs would be transcriptionaly active in early development. To test this hypothesis we again surveyed the mouse CAGE database and analysed the tags derived from embryonic or germ line libraries mapped at each promoter-ORI relative to all known promoters [37]. CpG island associated genes, including those of tissue specific expression, are transcribed in the germ line [42]–[45], and we consistently found tags derived from early embryos and testis libraries at 90% of the CpG islands present in the array. When we performed similar analysis for CpG island-ORIs, the proportion increased to 100 and 95% (Figure 7B, blue histograms, first and second algorithm, respectively). More strikingly, we found CAGE tags derived from early embryos at 60 and 67% of non-CpG island promoter-ORIs, which shows statistical evidence of enrichment as the observed frequency of expression of this type of promoters at early developmental stages is only 38% (Figure 7D, red histograms, first and second algorithm, respectively). Interestingly, the ORI 108639, located at a 3′ CpG island spanning the last exon of the gene *Zfp697* that is highly active in all cell types analysed (Figure 5), has also associated tags derived from early embryos. These results strongly indicate that the most efficient ORIs in the genome are those associated with sites of embryonic transcription initiation.

## Discussion

By combining a genome-wide approach to identify preferential sites of DNA replication initiation with in depth analysis at distinct classes of ORIs according to their genomic location, we were able to conclude that ORI firing efficiency is strongly associated to transcription initiation activity. The short size of nascent strands hybridised in the arrays and the stringent algorithm chosen to analyse the datasets allowed us to draw a highly accurate map of 97 new ORIs along 10.1 Mb of the mouse ES genome. A systematic analysis of the location of the identified ORIs revealed a strong correlation with annotated transcriptional units and specifically with the annotated 5′ ends of genes (Figure 1). This genomic distribution of ORIs is similar to that reported in a recent analogous study in HeLa cells [19], a remarkable fact given the diverse genetic and epigenetic status of both cell types and the differences in the technical approaches used to prepare the nascent strands for array hybridisations. Therefore, these two high-resolution ORI maps likely represent a comprehensive picture of the coordinated organisation of replication and transcription in the mammalian genome. However, a significant fraction of the ORIs identified in both experimental systems are not associated with known promoters nor carry the histone modifications indicative of transcriptional activity, implying that ORI specification can be achieved by several mechanisms.

Detailed measurements of nascent strand abundance at both classes of ORIs in preparations of replication intermediates of increasing sizes (Figures 3 and 4), and array hybridisation with very short nascent strands that mainly represent highly active ORIs (Figure 1A and Table S2), indicated that the most efficient replication initiation sites are those associated with CpG island promoters. Interestingly, this hierarchy of ORI usage not only occurs in mouse ES cells but is also maintained in differentiated cells and cell lines (Figure 5), suggesting that firing efficiency is linked to transcription initiation activity. Recently it has been reported that more than half of all mouse and human genes are associated with TSS driving divergent transcription over short distances, proposed to help maintain promoter regions in a state poised for subsequent regulation [46],[47]. We did not find any preferential representation of this class of promoters at the promoter-ORI class, suggesting that neither ORI specification nor activity are linked to this type of transcriptional regulation.

Our results support the Jesuit model of ORI initiation proposed in the late 90's by Melvin DePamphilis (“many are called, but few are chosen”) [48],[49]. According to this model, the metazoan genome contains multiple potential sites of replication initiation whose activity is modulated during the G1 phase of each cell cycle by a combination of parameters such as nuclear organisation, chromatin structure, gene transcription or DNA sequence. This study identifies transcription initiation early in development as a strong determinant of ORI efficiency in mammalian cells. Transcription start sites of active genes are usually nucleosome-free indicating a more open chromatin conformation [38],[39] and presumably the parasitism of ORIs at TSS would increase the chances of firing through the facilitation of the assembly of the replication complexes to these sites. Indeed, a recent report showed that ORC binding to the Epstein-Barr virus origin of plasmid replication is stabilised by RNA [50], opening the possibility that nascent RNA molecules could contribute to ORC recruitment in mammalian cells. Interestingly, we found that ORI and promoter organisation are virtually identical (Figure 6), likely reflecting that the initiation of replication and transcription are influenced by the same chromatin constraints. Moreover, we were able to show that the probability of ORI activation is set by transcription initiation early in development: we found that promoter-ORIs are significantly enriched in CAGE tags derived from early embryos relative to the rest of promoters (Figure 7D) [37].

Our results point to a scenario where active promoters in germ cells and early embryonic cells will recruit pre-RCs and acquire the capability to drive replication. It is possible that the initiation of both replication and transcription at these promoter-ORIs will contribute to the configuration of a competent chromatin conformation that is a prerequisite for efficient replication initiation. This epigenetic state would then be transmitted and maintained in somatic cells. The above scenario can accommodate several observations made in various developmental systems. For example, in somatic cells, silent CpG islands on the inactive X chromosome function as ORIs as efficiently as their counterparts on the active X [32]. On the other hand, upon activation at specific developmental stages new ORIs are switched on while others are maintained [51],[52].

In addition, our work could provide experimental evidence in support of a hypothesis for the origin of CpG islands [53]. These authors proposed that CpG islands have acquired their distinct properties of C+G composition, CpG density and lack of DNA methylation due to their dual role as promoters and ORIs early in development. Since the number of CpG island associated genes is significantly smaller in mouse than in humans [54]–[56], presumably due to the different rates of CpG loss occurring during mammalian evolution [57],[58], we hypothesise that promoter-ORIs showing early embryonic expression that are not linked to CpG islands in the mouse genome would be CpG island associated in the human genome. To test this possibility we thoroughly searched for the presence of CpG islands at the human orthologous regions of the mouse promoter-ORIs identified in our work (human NCBI database build 36.3). We found that 50% of the non-CpG island associated promoter-ORIs expressed early in mouse development indeed harbour a CpG island in the human genome. However, the observed frequency of this association when considering all other promoters is only 10% (p-value = 0.007), making it tempting to speculate that the co-evolution of the regulatory regions driving replication and transcription initiation could have contributed to the shape of the mammalian genome.

## Materials and Methods

### Cell Culture

The mouse embryonic stem cell line PGK12.1 was grown as described [59]. Mouse embryonic fibroblasts (MEFs) were derived from 12.5 dpc CD1 embryos and grown in F12 Nutrient Mixture (Ham) medium supplemented with 10% FCS, 1×10^5^ U/ml penicillin, 100 mg/ml streptomycin, 2 mM L-glutamine, 1× non-essential amino acids, and 50 µM β-mercaptoethanol (Invitrogen). NIH/3T3 cells were cultivated as recommended in the ATCC.

### Nascent Strand Purification

Genomic DNA isolation and nascent strands fractionation was performed as described [33]. Sucrose gradient fractions containing replication intermediates ranging between 100–600 nt, 300–800 nt and 600–2000 nt in size were subjected to digestion by λ-exonuclease, which degrades contaminating random sheared DNA leaving untouched DNA replication intermediates that are protected by a 5′ RNA-primer, as described [28]. ORI enrichment in 300–800 nt nascent strand preparations was routinely monitored by Q-PCR for *Mecp2* CpG island-ORI region [32] and a flanking region located 1 kb downstream as control. Primer sequences are provided in Table S3. Only preparations showing a minimum of 5-times enrichment were used in array hybridisation experiments or Q-PCR validations. Three to four µg of λ-exonuclease treated nascent strands purified from 5×10^9^ mouse embryonic stem cells were co-hybridised with the same amount of total genomic DNA for each array replicate.

### Hybridisation of DNA Microarrays

Sample labelling, hybridisation and data extraction were performed according to standard procedures from Agilent Technologies (2005). Agilent 22K feature arrays were designed to cover two 4 Mb regions on the X chromosome (45.5–49.5 Mb and 65–69 Mb) and a 4 Mb region on chromosome 3 (95.5–99.5 Mb) of non-repetitive DNA sequences, with an average coverage of one 60-mer probe each 250 bp (Oxford Gene Technology). Probe design was based on Ensembl mouse build 35.

### Data Normalisation and Analysis

Raw datasets from each experiment were loess normalised to remove signal intensity-dependent bias using GeneSpringX software (Agilent). Normalised data were analysed with the ACME algorithm [25], that uses the following approach to examine enrichment. First, using a user-specified threshold (0.95 in our case) probes are divided into positive probes (those with a log_2_ ratio larger than the specified quantile) and negative ones. ACME then uses a sliding window of fixed size (800 bp in our case) centered on each probe. Within each window, a chi-square test is used to examine enrichment by comparing the observed number of positive probes with the expected number. The p-value can be used as a rough guide to determine regions of interest (in our case, we used as cut-point a p-value<0.005). The original results from ACME are referred to as “Algorithm 2” in Figure 6, and “the less stringent algorithm” in the text. We further filtered the regions identified with ACME as follows: (i) regions were required to contain at least two probes, (ii) the average log_2_ ratio within a window had to be larger than the 75^th^ percentile of the data and (iii) the defining probe of a window had to be above the threshold and have a p-value<0.005. These additional conditions were used to minimise false positives by excluding single-probe windows, requiring all of the probes within a region to show at least some evidence of enrichment, and preventing a window from being labelled as interesting simply because of it being next to a highly enriched window. The final list of significant probes defining each 800 bp window is shown in Table S2. These filtered results are what we refer to as “Algorithm 1” in Figure 6, and “the more stringent algorithm” in the text. ACME analyses were carried out using R [60] and the BioConductor package ACME [25]. All data have been deposited in the Gene Expression Omnibus (GEO), http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?accGSE15082.

Replication intermediates abundance relative to annotated genomic features was first analysed by visual inspection using the GEB browser (http://web.bioinformatics.ic.ac.uk/geb) and manually validated in the mouse NCBI database build 36.1. Annotations for genes and transcripts were obtained from RefSeq, Ensembl and UniGene databases. CpG islands were identified using the strict algorithm displayed in the NCBI database: minimum length of 500 bp, minimum C+G content of 50% and minimum observed CpG/expected CpG of 0.6 [61].

### Quantitative Real-Time PCR

Quantitative real-time PCR was performed with an ABI Prism 7000 Detection System (Applied Biosystems), using SYBR Premix Ex Taq (Takara Bio Inc.) and following manufacturer's instructions. Four serial 10-fold dilutions of sonicated genomic DNA were amplified using the same reaction mixture as the samples to construct the standard curves. Primer sequences are indicated in Table S3. All real-time PCR reactions were performed in duplicate and in at least two independent preparations of nascent strands or immunoprecipitated material. Quantitative analyses were carried out using the ABI Prism 7000 SDS Software (version 1.2.3).

### Chromatin Immunoprecipitation

PGK12.1 cells cross-linking and chromatin immunoprecipitations were performed as described [62], with the following modifications. Cells were harvested in Lysis Buffer I (5 mM PIPES pH 8.0, 85 mM KCl, 0.5% NP-40, and protease inhibitors). Nuclei were pelleted by centrifugation, resuspended in Lysis Buffer II (50 mM Tris pH 8.0, 1% SDS, and 10 mM EDTA pH 8.0, and protease inhibitors) and disrupted by sonication using Bioruptor (Diagenode), yielding genomic DNA fragments with a size distribution of 100–800 bp. For each ChIP 25 µg of chromatin were immunoprecipitated with the following polyclonal antibodies: H3 acetyl K9,14 (5 µg, Upstate), H3 tri methyl K4 (2 µg, Abcam), or H3 (2 µg, Abcam). Immune complexes were recovered by the addition of 20 µL of blocked protein A/G Plus beads (Santa Cruz) and washed and eluted as described [62].

### Luciferase Reporter Assays

PCR-amplified DNA fragments were cloned in both orientations upstream of the luciferase gene in the pGL3 basic vector (Promega). Constructs were cotransfected with a *Renilla* Luciferase Control Reporter Vector (pRL-SV40, Promega) using Lipofectamine 2000 (Invitrogen) and following manufacturer's instructions. Firefly and *Renilla* luciferase signals were quantified 30 h post-transfection using the Dual-Luciferase Reporter Assay System (Promega). Reporter expression was normalised with the *Renilla* luciferase signal and averaged across two independent transfections carried out in duplicate. Primer sequences used to amplify the fragments for cloning and insert sizes are provided in Table S3.

## Supporting Information

Figure S1 Replication initiation activity at CpG island-ORIs and non promoter-ORIs in MEFs and NIH/3T3 cells. (A) Q-PCR measurements of nascent strands abundance across the positive probes defining the ORIs identified in ES cells in preparations of replication intermediates of 300–800 nt derived from MEFs. Normalisations were as in Figure 3. (B) Equivalent analysis as in A for preparations of replication intermediates of 300–800 nt derived from NIH/3T3 cells.
(2.91 MB TIF) Click here for additional data file.

Table S1 Summary of the ORI mapping data. Genomic features covered by the array, ORI distribution and percentages of ORI occurrence relative to the annotated genes along the 10.1 Mb and *per* region.
(0.08 MB DOC) Click here for additional data file.

Table S2 List of the 97 newly identified mouse ORIs. The sequence of the 60-mer probe centred at the 800 bp significant window, the starting and ending position of that probe in the Ensembl mouse build 35 and the location relative to the genes is indicated. Blue rows show the 38 ORIs that were also identified in the arrays hybridised with 100–600 nt long nascent strands.

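In the form read here, Table S2 holds 150 probes, each of which is on the arrays. By its locations, with the histone genes counted as promoters and ORI 109331 as a non promoter-ORI, 83 of the 98 ORIs (84.7%) map to transcriptional units and 46 (46.9%) to promoters, 37 of them (80.4%) with a CpG island. The 37 ORIs recovered in the 100–600 nt arrays map to transcriptional units in 36 cases (97.3%) and to promoters in 28 (75.7%), of which 85.7% have a CpG island.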

(0.12 MB XLS) Click here for additional data file.

Table S3 List of the primers used in this work.
(0.32 MB DOC) Click here for additional data file.

# Supplementary material for: Transcription Initiation Activity Sets Replication Origin Efficiency in Mammalian Cells
**Source:** PLoS Genet. 2009 Apr 10;5(4):e1000446. doi: 10.1371/journal.pgen.1000446
**Supplement:** Table S1 — Summary of the ORI mapping data. Genomic features covered by the array, ORI distribution and percentages of ORI occurrence relative to the annotated genes along the 10.1 Mb and per region. (0.08 MB DOC)

|  | | **CHROMOSOME 3** | **CHROMOSOME X, region 1** | **CHROMOSOME X, region 2** | **TOTAL** |
| --- | --- | --- | --- | --- | --- |
| **ARRAY**  **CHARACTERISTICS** | Size (bp) | 3243959 bp | 2885381 bp | 3982393 bp | 10111733 bp |
| Promoters | 55 (+ 7 histone genes) | 21 | 58 | 134 |
| CpG island-promoters | 28 | 12 | 31 | 71 |
| non-CpG island promoters | 27 | 9 | 27 | 63 |
| Promoter density | 1/59 kb | 1/137 kb | 1/68 kb | 1/75 kb |
| CpG island density | 1/116 kb | 1/240 kb | 1/128 kb | 1/142 kb |
|  | | | | | |
| **300-800 nt**  **NASCENT STRANDS**  **HYBRIDISATION** | ORIs | 34 | 24 | 39 | 97 |
| CpG island-ORIs | 15 | 9 | 14 | 38 |
| non-CpG island promoter-ORIs | 1 | 2 | 2 | 5 |
| Exonic-ORIs | 7 | 1 | 9 | 17 |
| 3´UTR-ORIs | 2 | 1 | 2 | 5 |
| Intronic-ORIs | 4 | 8 | 5 | 17 |
| Intergenic-ORIs | 5 | 3 | 7 | 15 |
| ORI density | 1/93 kb | 1/120 kb | 1/102 kb | 1/103 kb |
| % of promoter-ORIs | 47% | 46% | 41% | 44% |
|  | | | | | |
| **ORI OCCURRENCE**  **WITH**  **ALGORITHM 1** | % annotated CpG islands with ORI activity | 54% | 75% | 45% | 50% |
| % annotated non-CpG islands-promoters with ORI activity | 4% | 22% | 7% | 8% |
| % annotated promoters with ORI activity | 29% | 52% | 28% | 32% |
|  | | | | | |
| **ORI OCCURRENCE**  **WITH**  **A LESS**  **STRINGENT CRITERIA**  **(ALGORITHM 2)** | % annotated CpG islands with ORI activity | 82% | 83% | 84% | 83% |
| % annotated non-CpG islands-promoters with ORI activity | 22% | 22% | 48% | 33% |
| % annotated promoters with ORI activity | 53% | 57% | 67% | 60% |

# Supplementary material for: Transcription Initiation Activity Sets Replication Origin Efficiency in Mammalian Cells
**Source:** PLoS Genet. 2009 Apr 10;5(4):e1000446. doi: 10.1371/journal.pgen.1000446
**Supplement:** Table S3 — List of the primers used in this work. (0.32 MB DOC)

**Oligos used for qPCR of array validations:**

**Oligos used for ChIP:**

| Region | Oligo name | Sequence |
| --- | --- | --- |
| 105455 | 1 | 5’- ATATTTCCCCTCACCGCACC |
| 2 | 5’- CTTCAAGAAGCTCCGGGAGC |
| 3 | 5’- GATCCTGAACCAGCCGCTGG |
| 4 | 5’- GCTGTTGCTCTCCACAGGAG |
| 5 | 5’- CGCTTGTTTCCGGCCGGACG |
| 6 | 5’- CCAGCGGCTGGTTCAGGATC |
| 9 | 5’- CGACCTTGCCCAGTCACTTC |
| 10 | 5’- ACAAGCATCCCCAGCCTCTC |
| 67276 | 11 | 5’- TCCAAATCCTTGGTGGAAAC |
| 12 | 5’- GACTGAGATGTTGTAGGACA |
| 13 | 5’- TTCAGCTGCGGATTGGTGGA |
| 14 | 5’- TGGTGAACTACTCAGCAGGG |
| 15 | 5’- TCATACACACCAATCAAGTG |
| 16 | 5’- CTGTATGAAAGAGATTGGGT |
| 108639 | 5 | 5’- ccctacatgtgctccgagtg |
| 6 | 5’- ggtggttgacgaggtgcgag |
| 106169 | 1 | 5’- gggtagagcccgtgagttag |
| R | 5’- caggctgaaggagaggcaag |
| 106334 | 5 | 5’- aagaagcactgccctgtcac |
| 6 | 5’- tcttccctgtcccaaagctc |
| 106611 | F | 5’- gctcaagtcagtctcagagg |
| R | 5’- cggaccacacacaagaacag |
| 109331 | 7 | 5’- tacaggcaggcacactcaag |
| 6 | 5’- acaaagtgctttgggactgc |
| 43276 | 5 | 5’- ccagggacttgcttgaacag |
| 6 | 5’- tcataacccaggcctgctac |
| 44450 | F | 5’- ataggctctatttgtagctg |
| 8 | 5’- gtcattatatttgggtgctg |
| 65321 | 3 | 5’- ggcttggcaaagcacttacc |
| 4 | 5’- ttgagggcatcactcctctc |
| 65456 | F | 5’- actccactggaaaggctcac |
| 6 | 5’- tctgccccagtttcagtatg |
| 66946 | 5 | 5’- cttctccagcctcttcttcc |
| 6 | 5’- agacctccagtctcacgctg |
| 67065 | 9 | 5’- cctgcaccctacctgttcag |
| 10 | 5’- cacctcagccctcttctagg |
| 44793 | 5 | 5’- ATTTTTTACTGGCCTCCTTG |
| 6 | 5’- AGACAACCACTAGTCTTGTG |

**Oligos used for luciferase reporter assays:**

| Region | Oligo name | Sequence | Fragment size (bp) |
| --- | --- | --- | --- |
| *Aprt* promoter | Aprt-1 | 5’- GGGGTACCGAAAAAGCGTGTGTGGGGCA | 228 |
| Aprt-2 | 5’- GAAGATCTAGGGCGGAGCGTCCTCGATG |
| *Notch2*  promoter | 8 | 5’- ttgccctctgccttccgttg | 974 |
| 9 | 5’- ggaaagaataacagcagttg |
| negative control | 1 | 5’- caacctgccctgcctcaatg | 532 |
| 2 | 5’- acacaaatgaggggcctggg |
| 108639 | 3 | 5’- cgcgaaaagcccttccgctg | 613 |
| 6 | 5’- ggtggttgacgaggtgcgag |
| 106334 | 1 | 5’- tgagtgtcagaacaccgtgg | 536 |
| 6 | 5’- tcttccctgtcccaaagctc |
| 106169 | 9 | 5’- gcactgttgttacaaatagg | 620 |
| 4 | 5’- aggcttgggagaatggttac |
| 65321 | 1 | 5’- tcctcattcagatcacctag | 816 |
| 4 | 5’- ttgagggcatcactcctctc |
| 65456 | 3 | 5’- tccctcaaccatacatctcc | 712 |
| 9 | 5’- tcactgccttttcagagagg |
| 43276 | 5 | 5’- ccagggacttgcttgaacag | 585 |
| 8 | 5’- aagtccaaatttgtggcttg |
| 44450 | 5 | 5’- atctgaccgctcctagtttc | 709 |
| 10 | 5’- tatcctttcaacaatgtccc |
| 109331 | 3 | 5’- agagagtctccaggccctgg | 944 |
| 10 | 5’- caaagaggtggcctctgagg |
| 67065 | 13 | 5’- ttcctccctctgtctgtctc | 493 |
| 14 | 5’- agcccaccattccacatagg |

How the deposited data were processed for this re-analysis (not part of the article)

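Nascent strands of mouse ES cells (line PGK12.1) were compared with genomic DNA of the same cells on 4 two-colour Agilent arrays, 2 with strands of 300–800 nt and 2 with strands of 100–600 nt. The authors deposited signal intensities of both dyes for every spot, as the software extracted them. For the 100–600 nt arrays (Feature Extraction 7.5.1, nascent strands in Cy5) the deposited intensities are background-subtracted and spatially detrended without dye normalisation. For the 300–800 nt arrays (Feature Extraction 9.5.3.1, nascent strands in Cy3) the deposited intensities are background-subtracted and dye-normalised, and the authors also deposited a log10 ratio of Cy5 over Cy3. Neither the loess normalisation in GeneSpring nor the ACME output is part of the deposited values.

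The log2 ratio of nascent strands over genomic DNA was computed from the processed signals. Control spots were left out, as were spots that the software marked in either channel as saturated, not uniform, a population outlier, not found or set aside by hand. Loess within each array was run in limma 3.58.1 under R 4.3.3. Repeated spots were averaged, and a fraction's value was the mean of the arrays with a value. ACME was written anew in Python 3.11 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, from the description in the paper: positive probes above the 0.95 quantile, a window of 800 bp centred on each probe, a chi-square test with 1 degree of freedom and without continuity correction, p under 0.005, at least 2 probes per window, a window mean above the 75th percentile, and a defining probe that is positive. Significant probes within 800 bp were joined into 1 ORI. The implementation was tested on simulated data: of 200 planted peaks it recovered 157, where 13 sites were already called before planting. Peaks were planted only in windows of more than 2 probes, and every probe near a planted site was raised. The test thus does not cover windows of 2 probes with 1 positive probe, on which 280 of the 326 ORIs rest. The shuffled log2 ratios used for this gave 296 ORIs without any planted peak, and with the peaks 183 ORIs lay away from them. In the limma comparison of the fractions, 182 of 200 probes moved by 2 on the log2 scale were recovered, with 0 false calls.

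Probe names hold a fragment number, a chromosome and an offset. The positions of 577 probes follow exactly from Table S2 (Ensembl mouse build 35), and those of the other probes are interpolated from fragment lengths, with a mean gap of 398 bp for each step in fragment number. This rule was chosen when the probe names had been seen and before any ratio was computed, and no position is printed for an interpolated probe. Of the 98 ORIs read from Table S2, CpG island-ORIs are those at promoters or histone genes with a CpG island, and non promoter-ORIs are all others outside promoters, with ORI 109331 among them as in Figure 4. In the comparison with Q-PCR the ORIs were grouped as in Figures 3 and 4, which places the 3′ CpG island of *Zfp697* among the CpG island-ORIs. The items named in the text are the ORIs, negative regions and genes that the paper names, and the 5 ORIs of the 300–800 nt list with the highest mean log2 ratio among those significant in each array alone.

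Class differences were tested by two-sided permutation with 100000 resamples, recovery by Fisher's exact test, the Q-PCR regions by an exact permutation test, and probes between the fractions by limma with Benjamini-Hochberg adjustment. The fractions were not compared in a paired fit because no pairing of the hybridisations is stated. The difference between replicates 1 and 2 had a correlation of -0.00973 between the fractions, and the fit with the hybridisation number as a block, tried as an alternative, gave 5832 probes in place of 5427. There are 2 arrays per fraction, which limits the precision of every value, and the 2 arrays of 300–800 nt strands lie on the same slide and differ by less than repeated spots.

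The alternatives set before the data were examined cover the background correction (normexp with an offset of 50), the normalisation, spots marked by the software, the quantile, the window, the ACME p, the enrichment test, the merging distance, the class definitions, the value per ORI, a C+G covariate and leaving out each array. A further 23 comparisons were added after the data were seen, namely windows kept within a fragment, a continuity correction, a probe significant in each array alone, a scaling of the fractions by their SD, and ratios in place of log2 ratios. The relation of ORI density to promoter density, the shares of promoters with an ORI and the distance to the nearest gene start need a genome annotation on the build of the arrays and were not analysed here. The Q-PCR measurements, fibroblasts, histone modifications, reporter assays and CAGE tags were not used here, apart from the printed Q-PCR enrichments. Not every item that the paper names is reported here.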

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

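Background correction, normalisation and the C+G covariate were set as alternatives before the data were examined, but were taken up as tests of the pattern below only after the result was seen, as were the tests on the dye and on the ORIs outside Table S2. The scaling by the SD was added after the data were seen.

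The class difference between CpG island-ORIs and non promoter-ORIs was not the same in the 2 fractions. It was 0.29 in 300–800 nt and 0.69 in 100–600 nt nascent strands, a change of -0.40 on the log2 scale (permutation p = 0.00165). The range of log2 ratios was examined by dividing each fraction by its SD over all probes (0.73 and 0.48), which gave a permutation p of 5e-05. The fraction with the wider range has the smaller class difference, so this scaling could only enlarge the change and cannot tell whether the range plays a part. The ORIs of Table S2 were listed by the paper for high ratios in 300–800 nt strands, which limits the values of both classes in that fraction and not in the other. The effect of this selection was not tested, and it remains as an explanation. Background correction and normalisation do remain as technical explanations. The p was 0.587 with normexp background correction and 0.0823 with median centring in place of loess, and the change kept its direction in both. Probe C+G content remains as well, since the p was 0.0842 with it as a covariate. The number of arrays with the other fraction's dye was 0, so the strand length cannot be told apart from the dye, the print design, the software version or the scan date. The biological explanation given by the design is that shorter strands favour the most efficient ORIs. It may contribute, but the pattern cannot be told apart from these technical explanations.

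A signal in both fractions appeared at 32 ORIs that the paper does not list. Their mean log2 ratio in 300–800 nt strands was 1.47, and 24 of them were significant in each 300–800 nt array alone. Enrichment from high C+G content of the probes was not seen, with a mean of 41.4% against 42.2% over the array and 57.2% at CpG island-ORIs. Chance overlap of the lists was tested by rotating the 100–600 nt calls along each region. On average 16.8 ORIs outside Table S2 then overlapped (range 9 to 29). The observed 32 lies above this range, though close to its upper end. Rotated calls can land on any probe, whereas calls in both fractions need a window of at least 2 probes. The rotation may thus understate chance overlap, and how many of the 32 arise by chance cannot be told. The 300–800 nt list itself is no larger than lists from shuffled probes can be (284 ORIs on average, at most 329). Both fractions share the probes and the genomic DNA of the same cells, and a probe with a ratio raised for reasons of its sequence other than C+G content was not tested. That some of the 32 are further ORIs remains a hypothesis, and no Q-PCR of these sites was used here.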

How the results depend on the processing

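The choices named first were set before the data were examined, and those in the last paragraph were added after the data were seen. Over all results, 137 comparisons with an alternative set beforehand kept their direction and side of the threshold or their size, 50 moved, 4 became weaker and 4 reversed. Part of them follows from the calling rule. A window of 2 probes with 1 positive probe passes in the main run. It cannot pass at the 0.90 quantile, at an ACME p under 0.001 or with the one-sided Fisher's exact test. In 300–800 nt strands 280 of the 326 ORIs rest only on such windows. The causes of the other changes were not tested. The limits for a kept size were wider for counts than for the R^2 and the distances, and the numbers depend on them. In 300–800 nt strands, 218 ORIs at the 0.98 quantile and 222 with a window of 1200 bp, against 326, counted as kept. So did 52 ORIs of Table S2 at the 0.90 quantile, against 77. An R^2 of 0.966 with marked spots included, against 0.969, counted as moved, as did 30.7 kb with median centring, against 32.1 kb. The class difference in each fraction and the difference in recovery between the classes kept their direction under all alternatives run and their side of the threshold under those that kept both arrays, since no p was computed with an array left out.

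The R2 between replicates of 300–800 nt strands was 0.874 with normexp background correction, 0.979 with median centring, 0.979 with the scanner software's log ratio and 0.966 with marked spots included. For 100–600 nt strands it was 0.301 with normexp, 0.339 with median centring and 0.302 with marked spots included. Normexp left 818 probes that differed between the fractions, and a minimum difference of 1 on the log2 scale left 2114. The change of the class difference between the fractions was -0.078 with normexp (permutation p = 0.587), -0.29 with median centring (permutation p = 0.0823), -0.22 with the software's log ratio (permutation p = 0.182) and -0.28 with C+G content as a covariate (permutation p = 0.0842). The software's log ratio entered this change for the 300–800 nt arrays only, and the 100–600 nt arrays kept their loess values. The correlation of non promoter-ORIs with Q-PCR reversed to 0.589 with normexp, 0.140 with median centring and with the software's log ratio, and 0.057 with the mean of the listed probes, none of them past the threshold.

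At the 0.90 quantile there were 130 ORIs in 300–800 nt, 202 in 100–600 nt and 29 in both fractions, with a mean distance of 75.2 kb and 62.2% of distances up to 60 kb. The 0.98 quantile gave 41 ORIs in both fractions, 360 regions with the less stringent algorithm, 48.3 kb and 74.4%. A window of 1200 bp gave 42 ORIs in both fractions, 496 regions, 50 ORIs of Table S2 in 300–800 nt, 46.7 kb and 75.3%, and a window of 600 bp gave 29.6 kb. An ACME p under 0.001 left 46 ORIs in 300–800 nt, 88 in 100–600 nt, 12 in both and 342 regions, with 35 and 20 ORIs of Table S2, 206 kb and 20.9%. The one-sided Fisher's exact test left 29, 49, 7 and 30, with 23 and 14 ORIs of Table S2, 341 kb and 7.69%. The mean of the 4 arrays gave 330 ORIs. Joining over 1600 bp gave 33.1 kb, median centring and the software's log ratio 30.7 kb and 85.2%, and normexp 84.6%.

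Leaving out an array gave from 315 to 331 ORIs in 300–800 nt, from 275 to 301 in 100–600 nt, from 48 to 60 in both, from 743 to 751 regions, from 72 to 73 and from 29 to 31 ORIs of Table S2, from 33.3 to 52.5 points of difference in recovery, and from 84.5% to 85.3% of distances up to 60 kb. The mean distance lay from 31.6 to 33.0 kb. The class difference stayed at 0.29 in 300–800 nt and lay from 0.60 to 0.80 in 100–600 nt, and its change from -0.52 to -0.32.

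Among the comparisons added after the data were seen, a continuity correction left 46, 88 and 12 ORIs, 35 and 20 ORIs of Table S2, 206 kb and 20.9%. A probe significant in each array alone left 54 ORIs in 100–600 nt, with 18 ORIs of Table S2. The other 14 added comparisons were counted as kept under the limits above, although values changed among them. Windows kept within a fragment gave 54 ORIs in both fractions, against 64. Ratios in place of log2 ratios gave a class difference of 0.71 in 300–800 nt strands, against 0.29 on the log2 scale. The software's log ratio could not be used for the results of the 100–600 nt arrays alone, which have none. The analyses of promoter density, of promoters with an ORI and of the distance to gene starts were not run, nor were their alternatives. With 2 arrays per fraction, the spread between preparations cannot be estimated for the 300–800 nt arrays.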

Differences from the paper's values

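The number of ORIs in 300–800 nt nascent strands was 326, and the paper's is 97. Of the alternatives set before the data were examined, the 0.90 quantile gave 130, within 1.5 times the paper's number. The others did not come as near. In this part a gap is called closed where a value lay within 1.5 times the paper's, which still leaves a difference. At the 0.90 quantile 52 of the 98 ORIs of Table S2 were recovered, against 77 in the main run. The nearer count thus did not bring a list nearer to the paper's. In the regions of the array the counts were 110 on chromosome 3, 102 in region 1 of chromosome X and 114 in region 2, against the paper's 34, 24 and 39 in Table S1. At the 0.90 quantile they were 47, 33 and 50, and no other of these alternatives closed the gap.

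In both fractions 64 ORIs were identified, against the paper's 38. The alternatives set before the data were examined that closed this gap were the 0.90 quantile (29), the 0.98 quantile (41), a window of 1200 bp (42), the same probe significant in both fractions (52), and leaving out replicate 2 of the 300–800 nt arrays (57) or of the 100–600 nt arrays (48). The others did not, and windows kept within a fragment, chosen after seeing the values, gave 54.

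The mean inter-origin distance of the re-run list was 32.1 kb, and the paper's is 103 kb. At the 0.90 quantile it was 75.2 kb, and none of the other alternatives set before the data were examined closed the gap. The share of distances up to 60 kb was 86.1%, against the paper's 50%. It was 62.2% at the 0.90 quantile and 74.4% at the 0.98 quantile, and the others set beforehand did not close the gap.

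The mean log2 ratio was 1.78 for CpG island-ORIs and 1.49 for non promoter-ORIs, against the paper's 3.899 and 3.008. None of the alternatives set before the data were examined closed either gap. Ratios in place of log2 ratios, a setting chosen after seeing the values, gave 3.57 and 2.86. The threshold was 1.16 on the log2 scale, against about 2.2 in Fig. 2, read by eye, and the highest log2 ratio at the *Lix1* promoter was 2.68, against about 6 in Fig. 2, read by eye. None of the alternatives set before the data were examined closed these gaps, and ratios in place of log2 ratios, chosen after seeing the values, gave 2.24 and 6.43.

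The p of the class difference was 3e-05 by permutation, and the paper's is 0.00005 by Welch's test. With each listed probe as its own value, an alternative set before the data were examined, it was 4e-05, and the others differed from the paper's by more than 1.5 times, among them Welch's test with 9.9e-05.

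The paper lists all ORIs of Table S2 as identified by its algorithm. In the re-run 21 of the 98 had no significant probe within 800 bp in 300–800 nt strands, among them 4 of the positive regions of Figure 2. The mean log2 ratio of the listed probes was above the threshold at all 4, with 2.68 at the *Lix1* promoter and 1.84 at ORI 109331 among them.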

Other observations

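Of the tests in this part, those on the Q-PCR-negative regions and on the overlap of the fractions were chosen only after the result was seen.

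The number of ORIs was tested against chance clustering of positive probes. Shuffled log2 ratios gave 283.51 ORIs on average in 300–800 nt strands (range 251 to 329), and the observed 326 lies within that range, so most of the list could come from single positive probes with 1 neighbour. In 100–600 nt strands the shuffles gave 264.74 on average and at most 302, below the observed 319. ORIs with more positive probes in a window numbered 46 in 300–800 nt strands, against 23.1 on average and at most 36 in the shuffles, and 87 in 100–600 nt strands, against 22.9 and at most 33. Clustered positive probes are thus more frequent than chance gives in both fractions. The ORIs common to both fractions, 64, exceeded the 23.81 of the rotated lists (at most 37). The rotation does not keep the probe layout on which calls in both fractions depend. It therefore cannot tell how much of the overlap arises by chance.

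The higher log2 ratio of CpG island-ORIs was tested against C+G content. In 300–800 nt strands the difference remained with C+G content as a covariate (permutation p = 0.00623). When the mean ratio of background probes of similar C+G content was taken out, it was 0.23 in 300–800 nt strands (permutation p = 0.0006). In 100–600 nt strands it was 0.59 (permutation p = 1e-05, the smallest the resamples can give). Any probes richer in C+G than nearly all background probes received the value of the highest bin kept. The correction may be too small for them. These corrections lowered the difference without removing it, so C+G content may explain a part of it.

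The replicates were closer in 300–800 nt than in 100–600 nt strands. With a single spot per probe the R2 of the 300–800 nt arrays was 0.958, so averaging of repeated spots does not account for it. Among the brightest probes, above the upper quartile of intensity, the R2 of the 100–600 nt arrays was 0.371, so dim spots do not account for it either. The variance between the 300–800 nt arrays was 0.777 of that predicted from repeated spots. A single preparation hybridised on both arrays could give such a value, and so could very similar preparations, and the arrays cannot tell these apart. No biological explanation was tested.

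The 16 probes of the Q-PCR-negative regions, all of them below 0, lay at percentile 15.2 on average among all probes and at 15.1 among probes of the same C+G content. The regions were scored negative by the paper on these same arrays, so their low ratio follows from the selection, and the test cannot tell whether C+G content plays a part. The hypothesis that longer strands give broader peaks was tested on the ORIs recovered in both fractions. No difference between the fractions was detected in the share of the peak that remained at 400 to 1000 bp (sign-flip permutation p = 0.691).

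Of the 5 ORIs with the highest mean log2 ratio among those significant in each 300–800 nt array, 4 are not in Table S2. They rest on 1 significant probe each, in fragments 43161, 66995, 43684 and 45447 of chromosome X, with log2 ratios of 3.35 ± 0.29, 2.67 ± 0.040, 2.58 ± 0.23 and 2.57 ± 0.25 (SD, n = 2 arrays). The fifth is the Table S2 ORI at the histone gene *Hist2h2ab* on chromosome 3, with 2.57 ± 0.091 over 2 significant probes. In 100–600 nt strands the values were 0.84, 0.10, -0.68, 0.36 and 0.78 in the same order.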
